# Transcriptome investigation of anti‐inflammation and immuno‐regulation mechanism of taurochenodeoxycholic acid

**DOI:** 10.1186/s40360-021-00491-0

**Published:** 2021-04-29

**Authors:** Lige Bao, Dacheng Hao, Xu Wang, Xiuling He, Wei Mao, Peifeng Li

**Keywords:** Taurochenodeoxycholic acid, RNA sequencing, Fibroblast‐like synoviocytes, Glucocorticoid receptor, Serine/arginine-rich splicing factor-9

## Abstract

**Background:**

Taurochenodeoxycholic acid (TCDCA) is one of the major active components in bile acid. It was proven to have inhibitory activities on inflammation and also participate in host immuno-regulation. TCDCA exerts anti-inflammatory and immuno-regulatory effects through the glucocorticoid receptor (GR) mediated genomic signaling pathway and the G protein-coupled bile acid receptor 5 (TGR5) mediated AC-cAMP-PKA signaling pathway. However, it is unclear whether GR or TGR5 plays an important role in the regulatory effects of TCDCA. In order to further investigate this effects mechanism of TCDCA, the research use the transcriptome to identify the major genes and pathway in the anti-inflammatory and immuno-regulatory effects.

**Methods:**

After the Fibroblast-like synoviocytes (FLS) being treated by different concentrations (10^− 5^, 10^− 6^ and 10^− 7^ M) of TCDCA for 12 h, the resulting mRNA was analyzed by RNA-seq. The differentially expressed genes were screened from sequencing results using bioinformatics techniques. In the next step, other published literature were referred in order to find out whether those genes mentioned above are related to inflammation. The final selected differentially expressed genes associated with inflammation were then validated by q-PCR and western blot assays.

**Results:**

Five genes associated with anti-inflammatory and immuno-regulatory effects, include Glyceraldehyde-3-phosphate dehydrogenase (GAPDH), Glutathione peroxidase 3 (GPX3), Serine/arginine-rich splicing factor-9 (SRSF9), Connective tissue growth factor (CTGF) and Cystatin B (CSTB) were identified. TCDCA at the concentrations of 10^− 5^, 10^− 6^ and 10^− 7^ M significantly (*p* < 0.05) up-regulate the mRNA and protein expression of SRSF9 and GPX3 and also up-regulate the mRNA expression of CSTB, CTGF and GAPDH. RNA-seq results of GPX3 and SRSF9 expression were consistent with q-PCR results, while q-PCR results of CTGF, GAPDH showed inconsistent with their RNA-seq results. Q-PCR result of CSTB expression also showed inconsistent with the RNA-seq result.

**Conclusions:**

The anti-inflammatory and immuno-regulatory activities of TCDCA are proven to be related to the up-regulation expression of GPX3, SRSF9 and CSTB.

## Background

Taurochenodeoxycholic acid (TCDCA) is one of the main active constituents of bile acids (BAs) [1], which is mainly found in bile from chickens, ducks, cattle, sheep, snakes, bear, and other species [2]. The IUPAC name is 3α,7α-dihydroxy-5β-24-cholanoyl-N-Taurine [1]. TCDCA is synthesized from taurine and chenodeoxycholic acid in the organisms (Fig. 1).

**Fig. 1:**
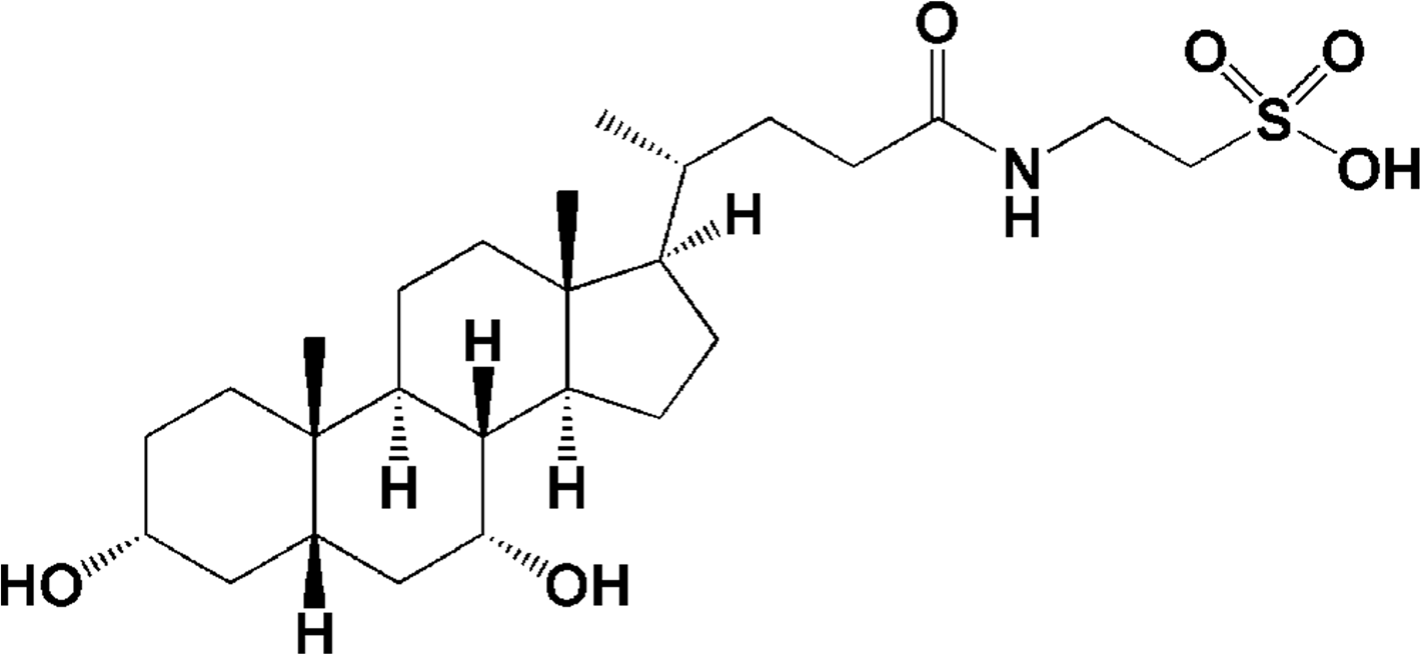
Chemical structure of TCDCA. Molecular weight: 499.69 Da, molecular formula: C_23_(OH)_2_H_37_CONHCH_2_CH_2_SO_3_H

Our pervious research showed that TCDCA had inhibitory effects on both acute and chronic inflammation, and could also regulate immune response [3, 4]. TCDCA reduces capillary permeability and had anti-inflammatory activity against xylene induced mice earlobe edema [5]. It also inhibits toe swelling in complete Freund’s adjuvant (CFA) induced adjuvant arthritis in rats [5]. Studies have shown that TCDCA degrades the level of Leukotriene B_4_ (LTB4) in peripheral blood. The anti-inflammatory action of TCDCA attributed to down regulation of the expression of LTB_4_, NO and PEG_2_ gene. In addition, it inhibits the expression of TNF-α, IL-1β and IL-6 on both mRNA and protein level in synovial tissue and plasma of adjuvant arthritis (AA) rats [3, 6].

The immuno-regulatory activity of TCDCA had been reported, it increases the hemolysin, lysozyme and IgG levels in mouse serum, intensifies phagocytic function of mononuclear-peritoneal macrophages, enhances the percentage of CD_3_^+^, CD_4_^+^, and CD_19_^+^ cells and CD_4_^+^/CD_8_^+^ ratio in the peripheral blood of mice, and reduce the secretion of IL-1β in peritoneal macrophages [7, 8]. Additionally, TCDCA had regulatory effect on mitogen-stimulated mouse spleen lymphocyte immune function [9].

Other published studies demonstrated that TCDCA exerts anti-inflammatory and immuno-regulatory effects, affects the glucocorticoid receptor (GR) mediated genomic signaling pathway [10–12], as well as the G protein-coupled bile acid receptor 5 (TGR5) mediated AC-cAMP-PKA signaling pathway [13, 14]. However, comparison of the regulatory effects of TCDCA on GR and TGR5 had not yet been published, therefore, the objective of our study was to identify the major signaling pathway during the anti-inflammatory and immuno-regulatory effects of TCDCA using Fibroblast-like synoviocytes (FLS) recovered from AA rats’ model.

The development of molecular biology technologies has provided us a new technology termed RNA Sequencing (RNA-seq) for both mapping and quantifying transcriptome [15]. In order to further investigate the mechanism of anti-inflammatory and immuno-regulatory effects of TCDCA, and analyze the major genes and pathways involved, the transcriptional effects of TCDCA on FLS of AA rats was evaluated. Using RNA-seq could get new pathways, transcripts and key differentially expressed genes which come into effect in the process of anti-inflammation and immuno-regulation.

## Methods

### Adjuvant arthritis induction and cell culture preparation

The animal experiments were approved by the Animal Ethics Committee of Veterinary Medicine College, Inner Mongolia Agricultural University, Hohhot, China and conformed to national guidelines on the care and use of laboratory animals. Male Sprague Dawley (SD) rats (body weight = 100 ± 20 g), were obtained from Experimental Animal Center, Laboratory Animal Research Center, Inner Mongolia Medical University in China. All rats were housed in sawdust-lined cages at constant temperatures (22–25 ℃) and suitable humidity (40–70 %). Food and water were available *ad libitum*.

After one-week acclimation, AA rat model was established by injecting 0.1 mL CFA to 15 test animals in left hind paw pad intradermally. The mean body weight was recorded, and the day of model establishment was denoted as Day 0 [16]. Animals were fed with standard rodent chow, *ad libitum* for 13 to 15 days before euthanizing, by cervical dislocation following an inhalation anesthesia with isoflurane: 5 % for induction, 1–3 % for maintenance. Then, fresh synovial tissues were harvested. The tissue samples were washed three times with Dulbecco’s Phosphate Buffered Saline (DPBS), and cut into 1 ~ 2 mm^2^ tissue fragments then transferred to a culture flask. All flasks were placed inverted and incubated at 37 °C, in 5 % CO_2_ atmosphere for 2 h. Afterwards, fresh DMEM medium with 20 % fetal bovine serum was added, and incubated at 37 °C, in 5 % CO_2_ atmosphere for another 7 days. Synovial pieces were removed after the incubation; adherent cells were continuously cultured three generation in the same medium. After the confluence reached approximately 70 ~ 80 %, non-adherent cells were washed off with DPBS and adherent cells were harvested. The third-passage FLS in exponential growth phase were used for further experiments. After three passages, most cells comprise a homogeneous population of FLS [17].

### Total RNA extraction and study design

Fibroblast-like synoviocytes (FLS) were treated with TCDCA in different concentrations (10^− 5^, 10^− 6^ and 10^− 7^ M), while control FLS were incubated with DMEM alone (Table 1). All treated cells were incubated at 37 °C, in 5 % CO_2_ atmosphere for 12 h. Total RNA was extracted using Trizol reagent, quantity and integrity were assessed by 2100 Bioanalyzer (Agilent, USA). The RNA quality evaluation requests that the minimum amount of extracted RNA is 2 µg (concentration of ≥ 50 ng/µL). RIN (RNA integrity number) value for each test groups is required to be greater than 6.4. However, the value of 28 S/18S, whose ratio is a reasonable way to estimate RNA integrity, should be greater than 0.7 [18, 19].

**Table 1:** The treatment groups

Group	Treatment TCDCA concentration (M)
AA rat FLS group (FCA group)	-
AA rat FLS + TCDCA high dose treatment (AT10 group)	1 × 10^− 5^
AA rat FLS + TCDCA medium dose treatment (AT1 group)	1 × 10^− 6^
AA rat FLS + TCDCA low dose treatment (AT01 group)	1 × 10^− 7^

*AA* Adjuvant arthritis, *FLS* Fibroblast-like synoviocytes, *TCDCA* Taurochenodeoxycholic acid

### Transcriptome sequencing and cDNA library construction

Poly A containing mRNA was isolated from approximately 10 µg of total RNA using Poly-T oligo magnetic beads through hybridization, it was then purified and fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were reverse-transcribed to cDNAs and constructed the final cDNA library using the mRNA-Seq sample preparation kit protocol. The average insert size for the final cDNA library was 300 bp (± 50 bp). Then the paired-end sequencing was performed using Illumina Hiseq4000 (Illumina, USA).

### Sequencing data quality assessment and bioinformatics analysis

Using the Illumina paired-end RNA-seq method, the whole transcriptome was sequenced and generated a total of million paired-end reads of bp length. Before the re-assembly, the low-quality reads were removed. Reads from tested rat samples were aligned to the reference genome using HISAT2 (version 2.0.4), a portion of reads based on quality information were mapped to reference genome [20]. After the final transcriptome was generated, StringTie (version 1.2.4) and Ballgown (version 2.6.0) were used to estimate the expression levels of all transcripts. StringTie was used to evaluated the expression level for mRNAs by calculating Fragments Per Kilobase of exon model per Million mapped reads (FPKM) [21, 22]. The differentially expressed mRNAs and genes were analyzed [log2 (fold change) > 1, log2 (fold change) < -1; statistical significance (*p* < 0.05)] using Ballgown R package.

The raw data were processed, before obtaining any valid data. The ratio of bases with a mass value of ≥ 20 (Q20 %) and Q30 % are required exceed 90 %. At the same time, the ratio of GC content, was checked to determine whether there is a separation between AT and CG. The repeatability of each sample was determined based on the results of Principal Components Analysis (PCA) 3D map and the correlation analysis map. Expression level and differential expression level between different genes were further investigated if the result of repeatability was high. The differentially expressed genes in each sample group were evaluated by FPKM, P value (Probability value), gene with FPKM value greater than 100 or have major changing in FPKM value were chosen to be used as verification targets for further analysis [23]. Other function analyses used include GO (Gene Ontology) enrichment analysis and KEGG (Kyoto Encyclopedia of Genes and Genomes) signal pathway enrichment analysis, to select differentially expressed genes which were related to anti-inflammatory and immuno-regulatory effects.

After selecting the differentially expressed genes, Gene ID and/or the Transcript ID of those genes were searched in the protein annotation database (provided by LC Sciences). Name of the protein and its gene were determined based on the searching results, genes relating to anti-inflammation and immuno-regulation were identified based on others published literature.

### The RNA-seq profiles by quantitative real‐time PCR (q-PCR) assays

Differentially expressed genes related to anti-inflammatory and immuno-regulatory effects were selected for further validation by q-PCR analysis. Total RNA was extracted using the same batch of FLS as RNA-seq. The mRNA expression levels of five differentially expressed genes in both control and TCDCA (10^− 5^, 10^− 6^, 10^− 7^ M) treated groups were validated. The total mRNA was extracted from FLS in 6-well plates by AxyPrep Total RNA Extraction Kit. The ratio of OD_260/280_ and agarose gel electrophoresis were determined to ensure the quality of RNA [16]. Synthesis of cDNA was carried out using q-PCR (Hiscript^®^ Q RT SuperMix) following the manufacturer’s protocol. Total cDNA was used as starting material for quantitative real-time PCR [FastStart Universal SYBR Green Master equipped with Q7 system (ABI Biosystemss, USA)]. Q-PCR reaction system need total 20 µL of reaction mixture including 2 µL of cDNA, 10 µL of SYBR, 0.8 µL of specific target primers (10 µM)forward and reverse and 6.4 µL of double distilled H_2_O [17]. The q-PCR analysis was carried out using specific primers (Table 2). All data were calculated based on the comparative Ct formula and each sample was normalized by β-actin [24]. Relative mRNA expressions were analyzed according to the Ct values, based on the equation: 2^−ΔCt^ [ΔCt = Ct (SRSF9/GPX3/CSTB/CTGF/GAPDH) - Ct(β-actin)].

**Table 2:** Primers sequence

Gene name	Sequence (5′ → 3′)
SRSF9	Forward: ATTTGGTGTCATCCAGTTTCC
	Reverse: CAGATTTCCGAGTTCTTGTTTC
GPX3	Forward: GGTGTTGTACCAAACCGTGAG
	Reverse: ATCCCAGATTCCCTTCCTTAT
CSTB	Forward: GGAAAGAAACAAAATACAACG
	Reverse: TACCAGACCGACAAAGAAAAG
CTGF	Forward: AGTTCGTGTCCCTTACTCCCT
	Reverse: AAGACCTGTGCCTGCCATTAC
GAPDH	Forward: TCACCCCATTTGATGTTAGCG
	Reverse: GCAAGTTCAACGGCACAGTCA
β-actin	Forward: GGAGATTACTGCCCTGGCTCCTA
	Reverse: GACTCATCGTACTCCTGCTTGCTG

### Total protein extraction

FLS cells from the same batch used for the RNA-seq assay were used for total protein extraction. The protein expression level of differentially expressed genes in both control and TCDCA treated groups were verified. Extraction procedures followed the manufacturer’s protocol using M-PER Mammalian Protein Extraction Reagent kit. After the treatment, medium was removed and 1 mL of M-PER Reagent was added to each flask. All flasks were shaken gently for 5 min, then cells at the bottom of the flasks were scraped off. All cells were suspended in the reagent, vortexed and centrifuged at 14,000 g for 10 min at 4 °C. The supernatant was collected and stored at -80 ℃.

### Assessment of relationship between SRSF9 and GPX3 and inflammatory and immuno-regulatory process using western blotting

Protein standard curve was established using the Pierce™ BCA Protein Assay Kit and protein concentration in test samples were determined. For western blotting analysis, 6 µg of total protein per lane was separated by 12 % SDS-PAGE and blotted onto a PVDF membrane. Rabbit anti-mouse SRSF9 (1:500), goat anti-mouse GPX3 polyclonal antibodies (1:167) and β-actin mouse monoclonal antibody (1:3000) were used for protein detection. Proteins were then treated using secondary horseradish peroxidase (HRP)-conjugated rabbit anti-goat (1:3000), goat anti-mouse antibodies (1:3000), goat anti-rabbit antibody (1:3000) and Pierce SuperSignal West Femto chemiluminescent substrate (Thermo Fisher Scientific, USA). The bands were visualized by maximum sensitivity substrate. Chemiluminescence signals were measured using the ECL system (ImageQuantLAS4000, GE Healthcare). Protein signal intensity was measured by densitometric analysis using ImageJ software (version 1.48).

### Statistical analysis

All data were analyzed using SPSS 19.0 software, and presented as mean ± standard deviation (SD). T-test was used for two groups comparison, while one-way ANOVA was used when more than two groups were compared. *P* < 0.05 (represented as *), *p* < 0.01 (represented as **) and *p* < 0.001 (represented as ***) were considered as significant.

## Results

### The FLS cells

FLS cell (Fig. 2a) was spindle shaped and had protruding protrusions. During the cell culture, when the confluence reached 50 ~ 60 %, it could be sub-cultured and the morphology of third generation cells were recorded (Fig. 2b). After the sub-culturing, cell changed into elongated shape, and dedifferentiate into fibroblast-like cells.

**Fig. 2:**
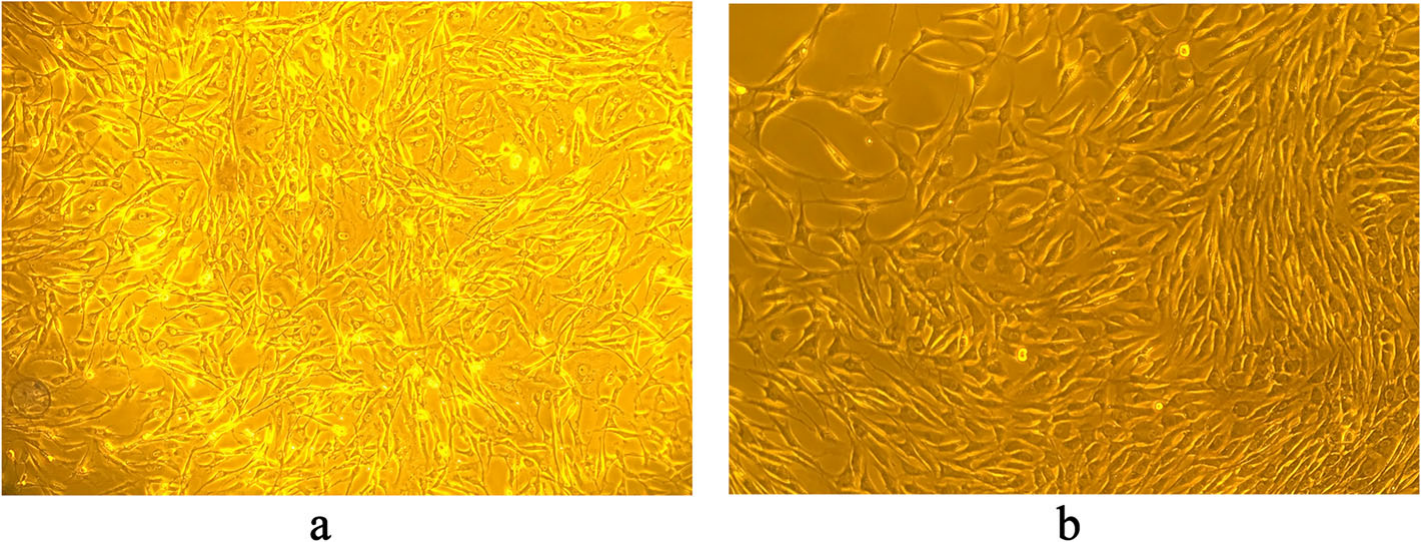
Fibroblast-like synoviocytes condition by light microscopy (200×)

### Quality of total RNA and transcriptome sequencing quality control

The RNA quality shown that single signal peak of both 18 and 28 S were detected, which indicated the extracted RNA was purified and qualified, RIN values of all groups were greater than 6.4, and 28 S/18S > 0.7. Total extracted amount of RNA was beyond 2 µg, and concentration was measured up to 50 ng/µL, all parameters indicated the extracted RNA was qualified for transcriptome sequencing.

Results from the comprehensive evaluations of the transcriptome sequencing quality are presented in Table 3. 

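The RNA-seq experiment compared 12 libraries of FLS, the fibroblast-like cells cultured from the synovium of AA rats, in 4 groups of 3 libraries each. The FCA group was incubated with DMEM alone, and the AT10, AT1 and AT01 groups were treated with the bile acid TCDCA at 10, 1 and 0.1 µM (1e-05, 1e-06 and 1e-07 M) for 12 h. The paper's Table 3 gives between 40307186 and 84203182 valid reads per library, with a median of 40649424 in the FCA group, 50998720 in AT10, 49764940 in AT1 and 55884918 in AT01. The deposited values are FPKM, which the authors computed with StringTie and Ballgown after alignment with HISAT2, given to 2 decimals for 22442 gene records in every library. A gene record is a locus that StringTie merged over the libraries (17012 records with an MSTRG identifier) or a rat Ensembl gene (5430 records), and 1992 records carry no gene name. The values come without read counts, so the number of reads behind a single FPKM value and its counting error are unknown, and the paper's text does not name the genome build. The FPKM of a library summed to between 284210 and 309696, its 10 most abundant records held between 8.1% and 9.4% of that sum, and between 11471 and 11679 records reached 1 FPKM. For the tests, 1 was added to each FPKM value before the log2, and the 11611 records with a mean of at least 1 FPKM over the 12 libraries were fitted with limma, with the 2 groups of a comparison at a time. The median log2 fold change over these records was between -0.01 and 0.02 in the 6 comparisons, and no further scaling was applied. Genes were counted under the criterion of the study, an unadjusted p under 0.05 with a log2 fold change over 1 or under -1, and under a Benjamini-Hochberg adjusted p under 0.05. With 3 libraries against 3, the two-sided exact permutation test that stands beside a gene cannot go below p = 0.1. The replicate numbers recur in each group and stand, by the note under the paper's read table, for 3 sets of repeated studies, and the paper's text does not say whether the libraries of a set shared cells or a day of preparation. The labels of the deposited samples name another sequencer and another amount of input RNA than the methods of the paper, and the values do not show which applies.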

Data from 8 out of 12 samples were higher than 7G, while Q20 % and Q30 % of all samples were all higher than 90 %, and the proportion of GC content were all close to 50 % (Table 3). Results of repeatability analysis among samples were displayed in three-dimensional image of PCA (Fig. 3a), the distribution of sample peaks (10 out of 12) were close to each other. 

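On log2(FPKM + 1) of the 11611 records tested, the components PC1, PC2 and PC3 held 13.8%, 11.7% and 10.6% of the variance between the libraries. The 4 groups accounted for 76% of the spread along PC2, which 15400 exact groupings of the libraries into 4 sets of 3 rarely reached (exact permutation test, p = 0.0074), for 36.4% along PC1 (exact p = 0.291) and for 24.1% along PC3 (exact p = 0.49). Over all genes, the groups accounted for 30.7% of the variance, against a mean of 27.3% over the same groupings (exact permutation test, p = 0.00396). The libraries farthest from the centre of the 3 components were AT01 replicate 1 at a distance of 43.4, AT01 replicate 3 at 36.9 and FCA replicate 2 at 33.7, and the other 9 lay between 12.7 and 27.9.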

While correlation cluster diagram illustrated that sample correlation between each other was high and close to 1 (Fig. 3b).

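Pearson's correlation of log2(FPKM + 1) between 2 libraries had a median of 0.942 over the 66 combinations, from 0.926 to 0.951, taken across genes that are not independent replicates. It averaged 0.944 ± 0.0062 (SD) for the 12 combinations of libraries within a group and 0.941 ± 0.0057 for the 54 between groups. The difference of the means was below either SD, and 53 of the 15400 groupings of the libraries gave a difference as large (exact permutation test, p = 0.00344). The choice that moved the median most was to keep every record above 0 FPKM in at least 1 library, which raised it to 0.971. On FPKM without the log, the mean correlation of a library with the other 11 was lowest for AT1 replicate 3, at 0.954, and AT01 replicate 1, at 0.955.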

**Table 3:** RNA-seq data quality analysis results

Sample name	Raw data		Valid data		Efficient(reads)%	Q20 %	Q30 %	GC content%
	Read	Base	Read	Base				
FCA1	54,383,990	8.16G	53,835,634	8.08G	98.99	99.58	95.01	51.50
FCA2	41,050,214	6.16G	40,649,424	6.10G	99.02	99.77	96.14	52.00
FCA3	40,700,236	6.11G	40,326,736	6.05G	99.08	99.76	95.82	51.50
AT10_1	40,741,106	6.11G	40,307,186	6.05G	98.93	99.60	95.16	51.00
AT10_2	57,742,958	8.66G	57,142,398	8.57G	98.96	99.42	92.66	50.50
AT10_3	51,520,986	7.73G	50,998,720	7.65G	98.99	99.62	93.96	50.50
AT1_1	54,593,420	8.19G	54,067,912	8.11G	99.04	99.60	93.56	51.00
AT1_2	46,452,368	6.97G	46,050,198	6.91G	99.13	99.63	93.87	51.50
AT1_3	50,198,580	7.53G	49,764,940	7.46G	99.14	99.32	91.97	51.00
AT01_1	56,340,820	8.45G	55,884,918	8.38G	99.19	99.38	92.94	52.50
AT01_2	52,741,640	7.91G	52,255,040	7.84G	99.08	99.58	94.17	51.50
AT01_3	85,115,910	12.77G	84,203,182	12.63G	98.93	99.58	94.00	50.50

In the experimental design, the AA rat FLS group was represented as FCA groups in the Table 1; AA rat FLS + TCDCA high dose treatment was represented as AT10 group; AA rat FLS + TCDCA medium dose treatment was represented as AT1 group; AA rat FLS + TCDCA low dose treatment was represented as AT01 group; The numbers 1, 2, and 3 represented three sets of repeated studies

**Fig. 3:**
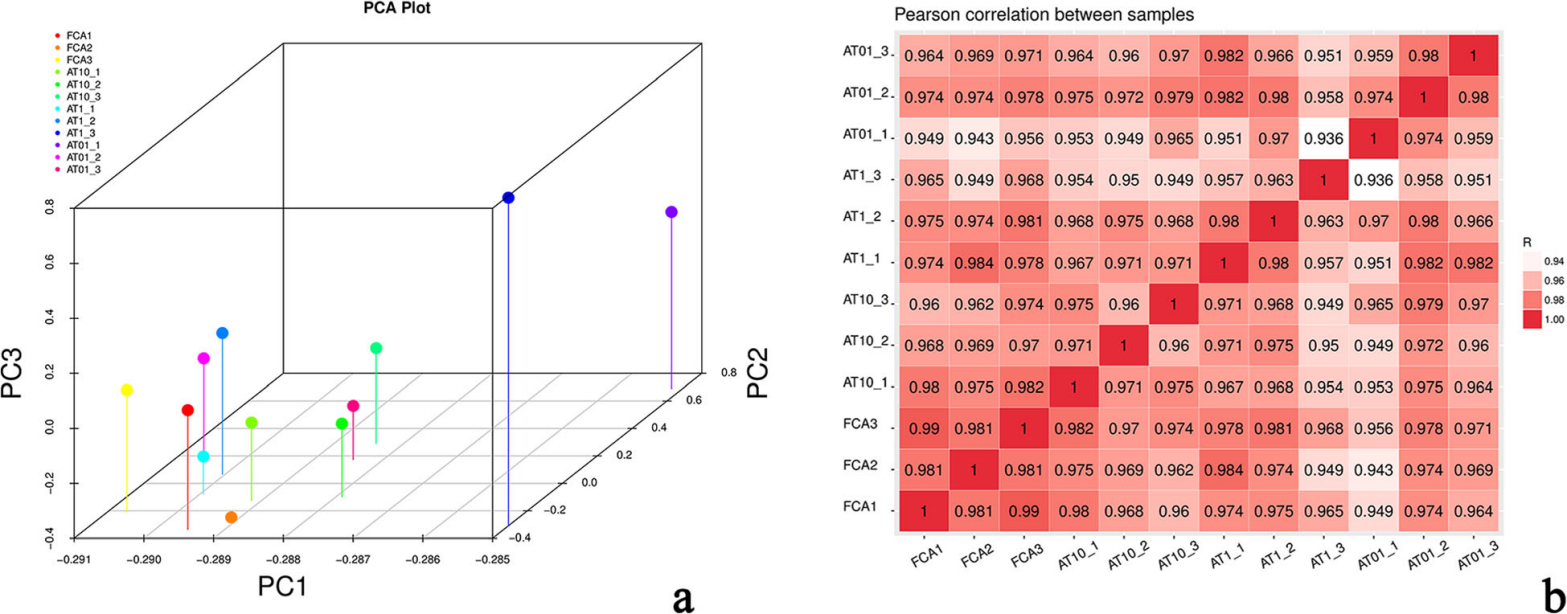
Three-dimensional image of PCA (**a**) and correlation cluster diagram (**b**)

### Differentially expressed genes analysis

Differential analysis of the transcript expression from all samples were profiled. The results demonstrated that 324 genes were significantly altered (≥ 2-fold, *p* < 0.05), among them, 139 genes were upregulated and 185 genes were downregulated (Figs. 4 and 5). 

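Under the criterion of the study, 82 genes differed between AT10 and FCA, 38 of them higher and 44 lower in AT10. With 0.1 in place of 1 added to each FPKM value, 85 were higher and 62 lower. Without the records at 2 separate FPKM levels, 25 were higher and 23 lower. Every other alternative tried kept more genes lower. Between AT1 and FCA, 72 genes differed, 43 higher and 29 lower. In AT01 against FCA, 55 genes were higher and 33 lower. Without AT01 replicate 1, 48 were higher and 54 lower, and every other alternative tried kept more genes higher. Between doses, AT10 had 24 genes higher and 45 lower than AT1 and 23 higher and 55 lower than AT01, and AT1 had 33 genes higher and 33 lower than AT01. The 6 comparisons together gave 455 calls, 216 higher and 239 lower, on 285 distinct genes, of which 160 were called in a single comparison. Normal values simulated with the mean and spread of each record and no difference between groups gave a mean of 451.8 calls (405 to 507 in 20 simulations). Records at 2 levels are not normal, so these simulations do not show how many calls chance gives among them. Over the 10 splits of the 6 libraries of each comparison into 3 and 3, the median was between 53.5 and 60 genes. The real split had the most genes in each comparison with FCA. The filter moved the total of 455 calls most, with 182 calls among records of at least 10 FPKM on average. An adjusted p under 0.05 from limma was reached by 20 genes in AT10 against FCA, 11 in AT1 against FCA, 11 in AT01 against FCA, 30 in AT10 against AT1, 8 in AT10 against AT01 and 15 in AT1 against AT01. The values of the groups did not overlap in 19.9% of the genes for AT10 against FCA, 19.9% for AT1 against FCA and 14% for AT01 against FCA, where 3 libraries against 3 give 10% by chance. The shares were 13.9%, 11.1% and 8.6% for AT10 against AT1, AT10 against AT01 and AT1 against AT01. Tor4a, Gnpda1, Morn4, RGD1563601 and AABR07055280.1 met the criterion of the study in the same direction at all 3 doses against FCA, of which Morn4, RGD1563601 and AABR07055280.1 are named here after their values were seen. The 3 comparisons share the FCA libraries. Simulations with these libraries and normal values for the doses gave a mean of 5.5 such genes and at most 8. In them, the doses differed from FCA only by a shared random shift of the size of the standard error of the FCA mean. Of the 285 genes, 125 (43.9%) had FPKM values at 2 separate levels among the 12 libraries, which held for 4.52% of the records tested and for each of the genes named here except Tor4a.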

Further investigations on 324 differentially expressed genes were carried out, the specified differentially expressed genes in each sample group was then evaluated by FPKM and P value. 

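For the 22 gene names legible in Fig. 6, the record of that name with the highest mean FPKM was taken. In at least 1 of the 6 comparisons, 18 of them met the criterion of the study, 10 did so in a comparison with FCA, and Gnpda1 alone did so at all 3 doses. With limma on the 2 groups of a comparison, Cstb, Ctgf, Has2 and Hint1 met it in no comparison. An F test in the manner of Ballgown called all of them. It called Cstb (unadjusted p = 0.0331) and Has2 (0.0311) in AT01 against FCA, Ctgf in AT10 against FCA (0.0462) and Hint1 in AT1 against AT01 (0.0133). For 15 of the 22 genes, the FPKM values of the 12 libraries lay at 2 separate levels, with a widest gap of at least 1 on the log2 scale that was wider than the range of either level. In 13 of these 15, the gap parted libraries of the same group. Hspb8 (MSTRG.4832) had 91.4 to 149.6 FPKM in 5 libraries and 7.92 to 10.8 FPKM in the other 7, with both levels in FCA and AT01. Ckap4 (MSTRG.15715) had 134.0 to 151.6 FPKM in 4 libraries and 1.02 to 11.7 FPKM in 8. LOC100912427 (MSTRG.2706) was listed at 0 in FCA replicate 1 and in the 3 AT10 libraries and had 14.6 to 159.7 FPKM in the other 8. A label of the figure can be read as Wbp1l or Wbp11. Wbp1l (MSTRG.2223) had 49.2 to 52.9 FPKM in 6 libraries and 9.30 to 17.7 FPKM in the other 6, whereas Wbp11 (MSTRG.13137) stayed between 10.7 and 13.8 FPKM in all 12.

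**Figure D1:**
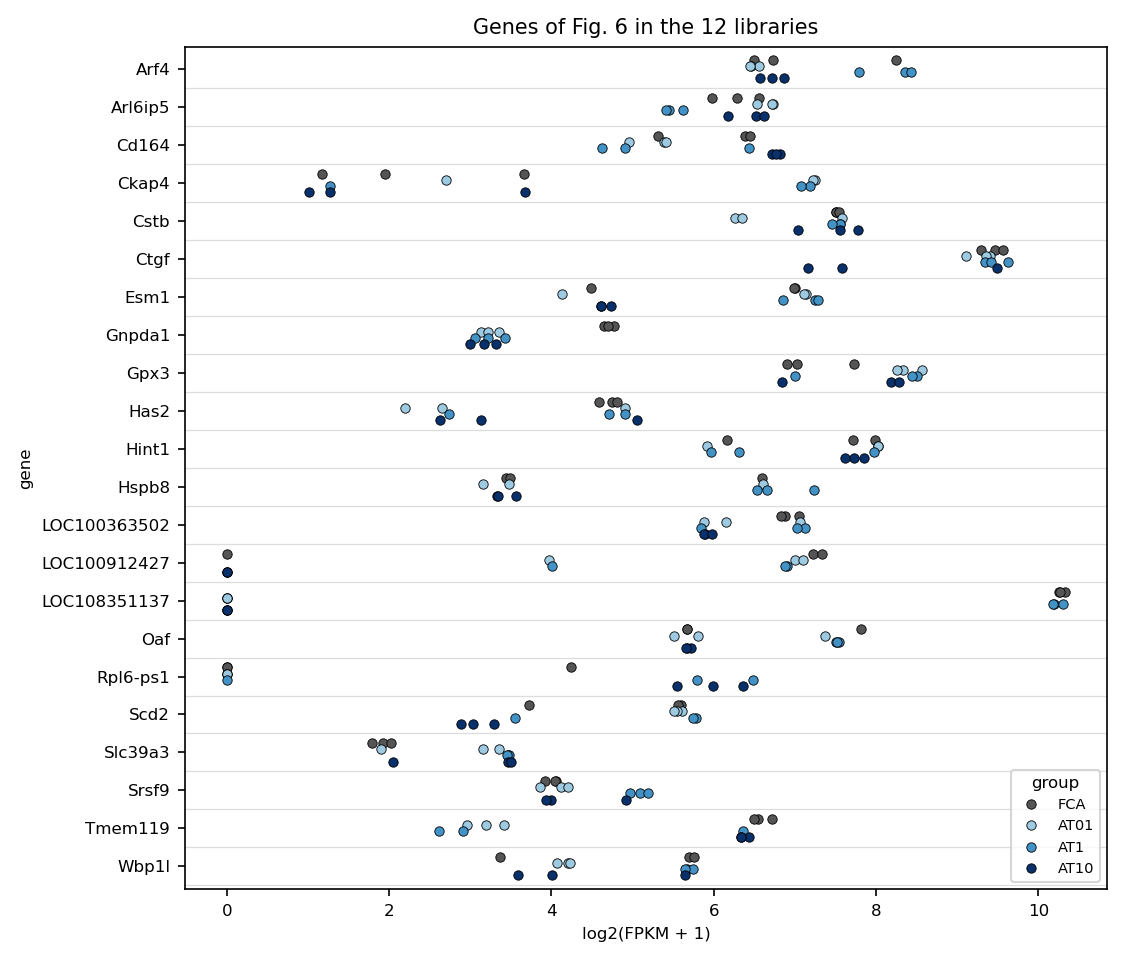
FPKM of the genes named in Fig. 6 on the scale log2(FPKM + 1), with a point for each of the 12 libraries coloured by group (FCA, AT01, AT1 and AT10, 3 libraries each). Gnpda1 and LOC108351137 keep the 3 libraries of every group together, whereas Hspb8, Ckap4 and Wbp1l part libraries of the same group.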

Finally, 24 differentially expressed genes were selected between the groups and the results presented in Fig. 6.

**Fig. 4:**
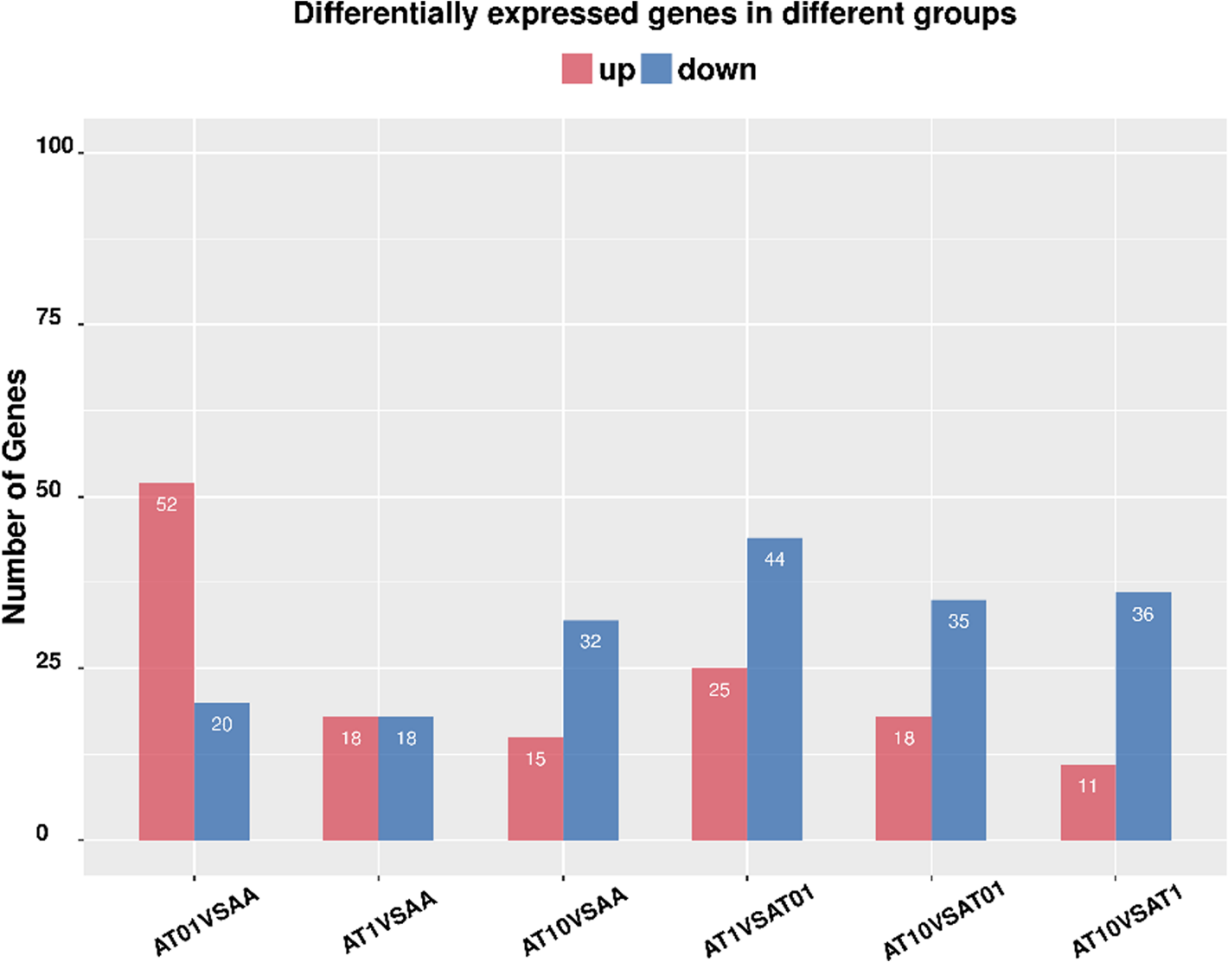
Differentially expressed gene regulation results among groups. **Red**: significantly up-regulated differentially expressed genes; **blue**: significantly down-regulated differentially expressed genes

**Fig. 5:**
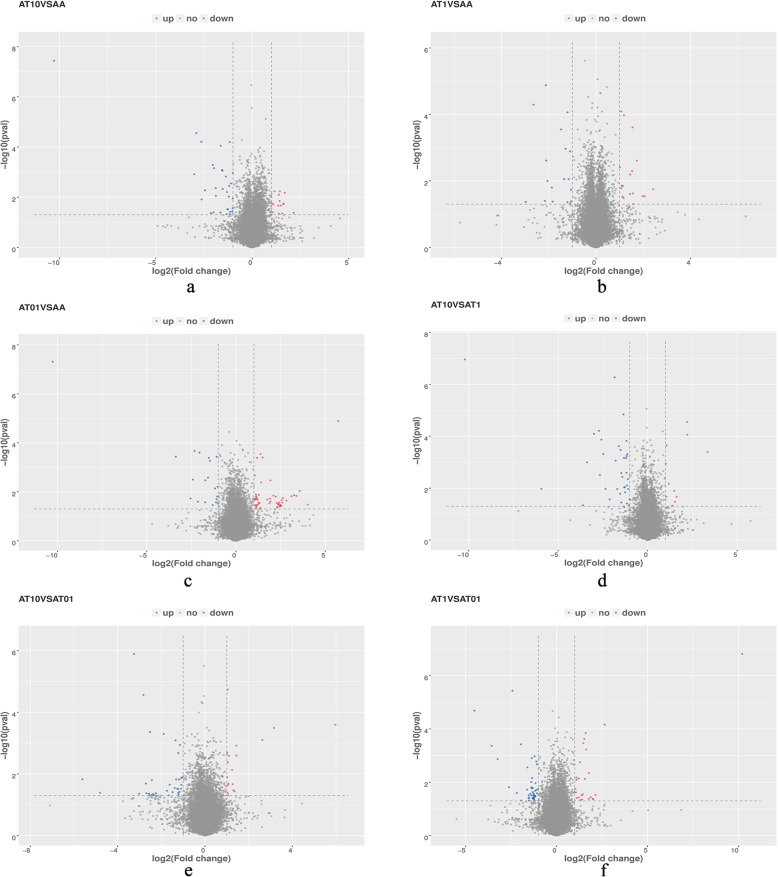
Volcano graph of 324 differentially expressed genes among groups. **Red**: significantly up-regulated differentially expressed genes; **blue**: significantly down-regulated differentially expressed genes; and **gray**: non-significantly differentially expressed genes

**Fig. 6:**
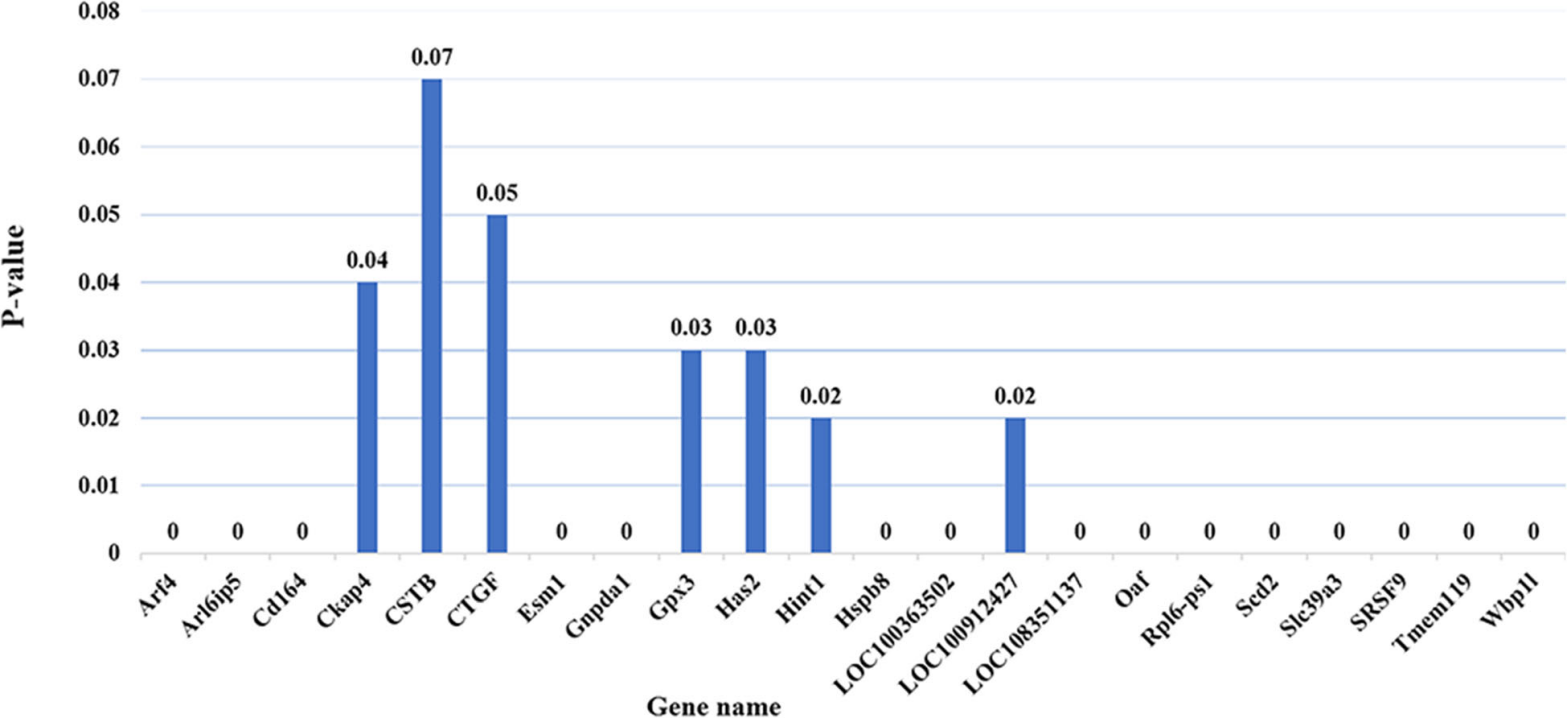
Differentially expressed genes in each group. *P*-value has been rounded to two digits

### Anti‐inflammation and immuno‐regulation related differentially expressed genes

Five genes were identified to be related to anti-inflammation and immuno-regulation, which were GAPDH, GPX3, SRSF9, CTGF and CSTB (Table 4). 

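The GAPDH entry of Table 4 is the record LOC108351137 (MSTRG.13790), which had 1221.5, 1284.9 and 1228.6 FPKM in the 3 FCA libraries and 1166.2, 1257.7 and 1155.1 FPKM in the 3 AT1 libraries, and was listed at 0 in all 3 AT10 and all 3 AT01 libraries. This record was also at 2 separate levels, and no fold change is given against a group at 0. Gpx3 (MSTRG.2701) had 152.9 ± 50.6 FPKM (SD, n = 3) in FCA and values of 378.5, 321.0 and 304.6 FPKM in AT01, a log2 fold change of 1.17 (standard error 0.24, adjusted p = 0.419 from limma). All 3 AT01 libraries had more Gpx3 than every FCA library (exact permutation test, p = 0.1). In AT1 and in AT10, Gpx3 was above the FCA values in 2 of 3 libraries, with log2 fold changes of 0.77 (adjusted p = 0.543) and 0.55 (adjusted p = 0.636). Srsf9 (MSTRG.4849) had 15.2 ± 0.834 FPKM (SD, n = 3) in FCA and 32.9 ± 2.67 FPKM (SD, n = 3) in AT1, a log2 fold change of 1.07 (standard error 0.08, adjusted p = 0.0288). Left out in turn, each of the 6 libraries changed this value to between 1.01 and 1.13. The adjusted p was over 0.05 without FCA replicate 1 (0.0623), FCA replicate 2 (0.0851), FCA replicate 3 (0.0756) or AT1 replicate 1 (0.0948), with no filter (0.0738), with 1 fit over all 12 libraries (0.314) and with an F test in the manner of Ballgown (0.116). Over all groups, Srsf9 had 29.4 to 35.5 FPKM in 4 libraries, AT10 replicate 2 among them, and 13.5 to 17.5 FPKM in the other 8. The gap between these was too narrow for the definition of 2 separate levels. Ctgf (MSTRG.121) had 694.4 ± 66.6 FPKM (SD, n = 3) in FCA, and 190.0, 716.9 and 141.6 FPKM in AT10, a log2 fold change of -1.36 (standard error 0.61, adjusted p = 0.445), with the 12 libraries at 2 separate levels. Cstb (MSTRG.10440) had 182.1 ± 3.34 FPKM (SD, n = 3) in FCA and 75.9, 80.1 and 190.5 FPKM in AT01, a log2 fold change of -0.79 (standard error 0.36, adjusted p = 0.722). AT01 replicate 3 decided the Cstb value, which was -1.21 without it.

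**Figure D2:**
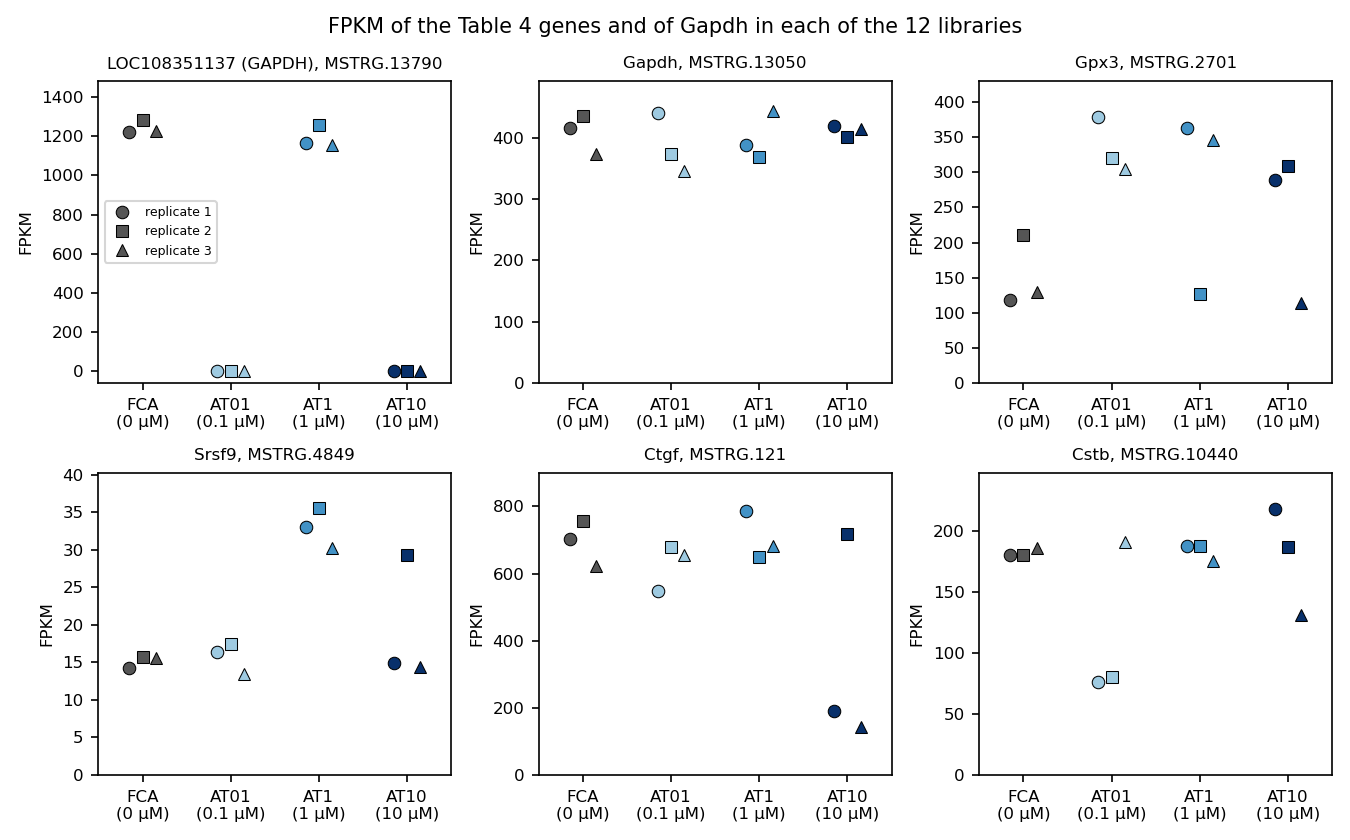
FPKM of LOC108351137 (the GAPDH entry of Table 4), Gapdh, Gpx3, Srsf9, Ctgf and Cstb in each library, by group on the horizontal axis and with a marker for each replicate number. LOC108351137 lies at 0 in the AT01 and AT10 groups and above 1155 FPKM in the other 6 libraries, and Ctgf, Cstb and Gpx3 each show libraries of a treated group far apart.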

Two other anti-inflammation related genes (Slc39a3 and LOC100363502) were also identified by referring to published literature. Slc39a3 (Zinc transporter ZIP3) is associated with anti-inflammatory effects, however, the expression level of it is low and not suitable for further analysis. 

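Slc39a3 (MSTRG.15548) had 2.78 ± 0.296 FPKM (SD, n = 3) in FCA and 10.04 ± 0.092 FPKM (SD, n = 3) in AT1, a log2 fold change of 1.55 (standard error 0.08, adjusted p = 0.0064 from limma). In AT10 its values were 10.06, 3.12 and 10.3 FPKM, and in AT01 9.24, 2.75 and 7.91 FPKM, so that replicate 2 of each group stood near the FCA libraries. The adjusted p in AT1 was 0.394 with 1 fit over all 12 libraries and 0.196 with an F test in the manner of Ballgown. The record was among those whose 12 libraries lay at 2 separate levels. Over the 9 TCDCA libraries together, 8 had more Slc39a3 than every FCA library (log2 fold change 1.18, adjusted p = 0.311; exact permutation test, p = 0.0136).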

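The record LOC100363502 (MSTRG.12540) had 120.3 ± 10.4 FPKM (SD, n = 3) in FCA and 59.5 ± 2.36 FPKM (SD, n = 3) in AT10, a log2 fold change of -1.00 (standard error 0.08, adjusted p = 0.0232 from limma; exact permutation test, p = 0.1). In the AT1 group it had 138.3 and 129.7 FPKM in replicates 1 and 2 and 56.2 FPKM in replicate 3. In the AT01 group, replicate 2 had 133.1 FPKM and replicates 1 and 3 had 69.8 and 57.8 FPKM. Over all groups, 6 libraries had 56.2 to 69.8 FPKM and 6 had 112.2 to 138.3 FPKM. The gap between these was too narrow for the definition of 2 separate levels, so the record was not counted as such. Without FCA replicate 3, AT10 replicate 1 or AT10 replicate 2, the log2 fold change of AT10 against FCA was -0.93, -0.99 or -0.98 and no longer passed the criterion of the study. The adjusted p was over 0.05 without FCA replicate 1 (0.0567), AT10 replicate 1 (0.0787) or AT10 replicate 2 (0.0892), with no filter (0.0576), with 1 fit over all 12 libraries (0.417) and with an F test in the manner of Ballgown (0.234).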

Gene LOC100363502 and its translation product was identified as Cytochrome C, also known as CYC. It was reported that the increase of expression of CYC may relate to inflammatory activities. Since the subtype of CYC was not clear, no further analysis has been performed in this study.

**Table 4:** Anti-inflammatory and immune-regulatory effects related differentially expressed genes and their FPKM

No.	Gene ID	Gene Name	Protein Annotation	Group	FPKM					
					Before administration / High dose			After administration / Low dose		
1	MSTRG.13790	LOC108351137	Glyceraldehyde-3-phosphate dehydrogenase, GAPDH	AA VS AT10	1221.52	1284.88	1228.59	0	0	0
				AA VS AT01	1221.52	1284.88	1228.59	0	0	0
				AT10 VS AT1	0	0	0	1166.15	1257.69	1155.12
				AT1 VS AT01	1166.15	1257.69	1155.12	0	0	0
2	MSTRG.2701	GPX3	Glutathione peroxidase 3, GPX3	AA VS AA01	118.24	211.05	129.51	378.47	320.96	304.55
3	MSTRG.4849	SRSF9	Serine/arginine-rich splicing factor-9, SRSF9	AA VS AT1	14.19	15.7	15.56	33.01	35.53	30.19
4	MSTRG.121	CTGF	Connective tissue growth factor, CTGF	AA VS AT10	703.83	755.68	623.55	190.01	716.87	141.59
5	MSTRG.10440	CSTB	Cystatin B, CSTB	AA VS AT01	180.14	180.15	185.93	75.93	80.14	190.53
				AT1 VS AT01	187.17	187.48	174.88	75.93	80.14	190.53

Research indicated that other unselected differentially expressed genes were not likely to associate with inflammation, and few publications were found. So, only five of the identified differentially expressed genes were selected for further analysis.

### Protein and mRNA assessment results of SRSF9 and GPX3

The correlation between gene SRSF9, GPX3 and anti-inflammatory and immuno-regulatory effects were verified by q-PCR and western blot assays. The mRNA level and protein expression levels of these two genes in control and TCDCA (10^− 5^ M, 10^− 6^ M, 10^− 7^ M) treated groups were analyzed. The results showed that mRNA and protein expression level of SRSF9 were significantly increased (Fig. 7) after treatment with TCDCA (10^− 5^ M, 10^− 6^ M, 10^− 7^ M), when compared to the control group (*p* < 0.05). TCDCA (10^− 5^ M, 10^− 6^ M, 10^− 7^ M) significantly (Fig. 8) enhanced the GPX3 mRNA and protein expression level, when compared with the control group (*p* < 0.05).

**Fig. 7:**
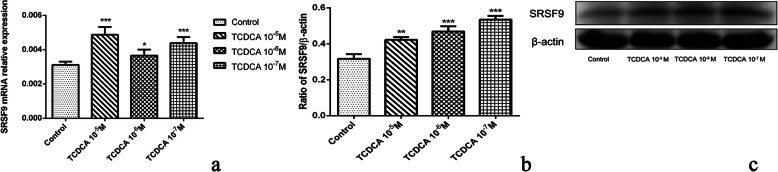
The mRNA (**a**) and protein (**b**) expression level of SRSF9. * *p* < 0.05; *** *p* < 0.01

**Fig. 8:**
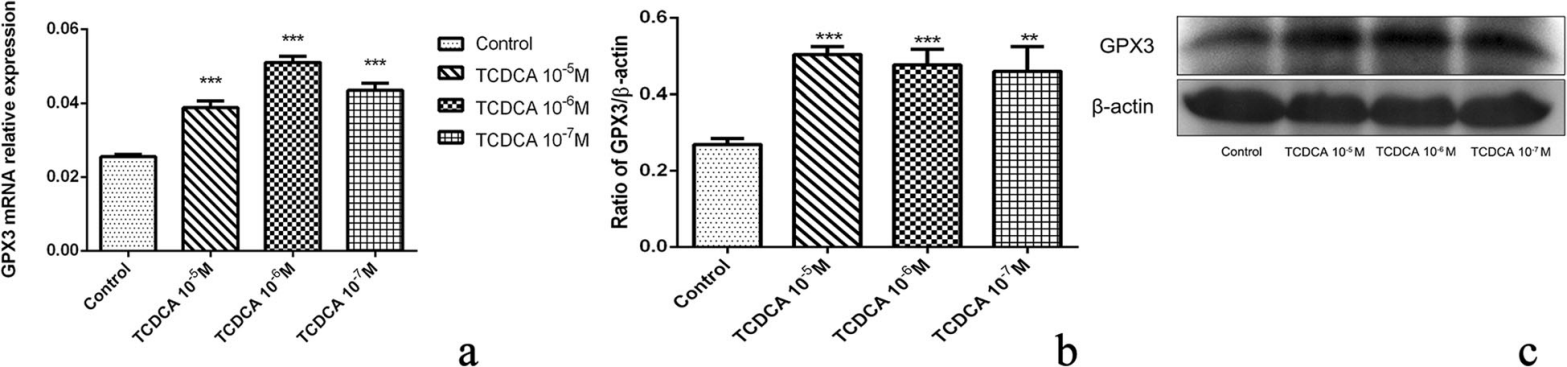
The mRNA (**a**) and protein (**b**) expression level of GPX3. * *p* < 0.05; *** *p* < 0.01

### mRNA assessment results of CSTB、CTGF and GAPDH

The mRNA expression levels of three selected genes (CSTB、CTGF and GAPDH) in both control and TCDCA treated groups were analyzed. The results illustrated that mRNA expression level of CSTB were significantly increased after treatment with TCDCA at different concentrations when compared to the mRNA level in control group (*p* < 0.05, Fig. 9a). While TCDCA (10^− 5^ M) treatment significantly (*p* < 0.05) enhance CTGF mRNA expression (Fig. 9b). The results showed that mRNA expression level of GAPDH were significantly increased (*p* < 0.05, Fig. 9c) after treatment with TCDCA (10^− 5^ M, 10^− 7^ M) compared to the control group.

**Fig. 9:**
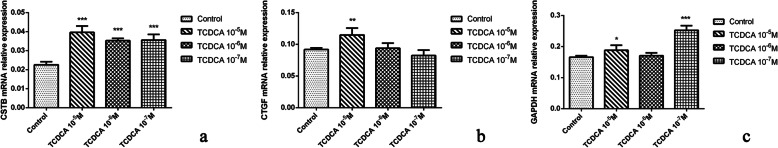
The mRNA expression levels of CSTB, CTGF and GAPDH. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.01

## Discussion

TCDCA is synthesized with taurine and chenodeoxycholic acid in organism, and it is also one of the main bioactive substances of bile from animal bile. It has inhibitory effects on inflammation and could also regulate immune function [1, 3, 4]. The previous studies demonstrated that TCDCA exerts anti-inflammatory and immuno-regulatory effects, in both GR mediated genomic signaling pathway, and TGR5 mediated AC-cAMP-PKA signaling pathway [10–14]. In order to further investigate the major genes and pathways involved in the TCDCA relating to anti-inflammatory and immuno-regulatory effects, FLS from AA rats was used in our research, and transcriptome sequencing was used for differential gene investigation.

Differentially expressed genes were analyzed and selected by bioinformatics assays. Twenty-four differentially expressed genes were selected from RNA-seq results, among which five differentially expressed genes were identified by q-PCR. There were five genes relating to anti-inflammatory and immuno-regulatory effects, including SRSF9, GPX3, CTGF, CSTB and GAPDH.

Previous studies confirm that TCDCA can exert effects through GR [12, 25]. 

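In the sequenced libraries, Srsf9 was higher in the AT1 group, in which each of the 3 libraries exceeded every FCA library (exact permutation test, p = 0.1). In the AT10 group, replicate 2 had 29.4 FPKM and replicates 1 and 3 had 15.0 and 14.3 FPKM, a log2 fold change of 0.28 against FCA (standard error 0.28, adjusted p = 0.695 from limma; exact permutation test, p = 0.8). The AT01 libraries had 16.4, 17.5 and 13.5 FPKM, a log2 fold change of 0.05 (standard error 0.11, adjusted p = 0.932; exact permutation test, p = 0.7). Against AT01, Srsf9 was higher in AT1 by a log2 fold change of 1.02 (adjusted p = 0.113). Across the groups, it had 29.4 to 35.5 FPKM in 4 libraries, AT10 replicate 2 among them, and 13.5 to 17.5 FPKM in the other 8. The gap was under the 1 on the log2 scale set for 2 separate levels, so Srsf9 was not counted among such records. A placement of 2 levels that does not follow TCDCA therefore stays open for Srsf9.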

Then, the analytical of the SRSF9 showed that the mRNA expression and protein expression of SRSF9 were significantly increased in the treatment groups, this finding also confirmed our transcriptome sequencing results. According to Buoso et al. (2017), the up-regulated GR mRNA was caused by increasing expression of the splicing factor SRSF9 [26]. So TCDCA could increase the expression level of SRSF9 and enhanced the expression of GR as a result.

The results showed that the expression of GPX3 mRNA and protein was significantly increased in the TCDCA treatment groups. According to Manzanares’ finding (2008), patients with systemic inflammatory response syndrome (SIRS) showed significant decrease in the expression of GPX3 [27]. This indicates that GPX3 expression level will be significantly increased when inflammation response was inhibited. Therefore, the anti-inflammatory and immuno-regulatory effects of TCDCA could be related to the increased expression level of SRSF9, and are subsequently related to the increased expressions of GR and GPX3.

According to Maher’s findings (2014), the CSTB-deficient mice were significantly more sensitive to the lethal LPS-induced sepsis and could secrete higher amounts of pro-inflammatory cytokines IL-1β and IL-18 [28]. Q-PCR analytical results indicated that the CSTB mRNA expression levels of the TCDCA treatment groups were significantly increased, which is also consistent with some publications [28]. So, it is also opined that TCDCA can increase the expression level of CSTB.

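AT10 replicate 2 decided the transcriptome value of CTGF, whose log2 fold change between AT10 and FCA was -2.07 without that library, past the criterion of the study, and between -1.44 and -0.91 without any other of the 6. The other abundant records of the GAPDH family, Gapdh and Gapdh-ps2, did not follow LOC108351137. Gapdh itself (MSTRG.13050) had between 346.5 and 443.9 FPKM in the 12 libraries. Its log2 fold change against FCA was 0.02 in AT10 (adjusted p = 0.942 from limma), -0.03 in AT1 (adjusted p = 0.912) and -0.08 in AT01 (adjusted p = 0.875). Gapdh-ps2 had 195.3 to 265.8 FPKM in 10 libraries and was listed at 0 in FCA replicate 3 and AT01 replicate 3.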

The q-PCR results of differentially expressed genes CTGF and GAPDH were inconsistent with the transcriptome sequencing results. There was variation with transcriptome sequencing readouts, because Transcriptome sequencing and q-PCR are two different detection methods, and a certain degree of inconsistency (30 ~ 40 %) is both normal and reasonable phenomenon [29]. The final data and conclusions are subject to the q-PCR results. So, the inconsistent results were acceptable.

According to the above discussion, SRSF9 gene could modulate the expression of GR and have potential effect on GR modulated genomic signaling pathway. However, no differentially expressed genes were proven to have modulatory effects on the TGR5 mediated AC-cAMP-PKA signaling pathway. 

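Gpbar1 (MSTRG.18125), the gene of TGR5, had at most 0.06 FPKM in any of the 12 libraries. The list of 30 genes that follow the cAMP-PKA-CREB pathway, written before the data were examined, had 23 genes among the 11611 tested. In the 9 TCDCA libraries against the 3 FCA libraries, 10 of the 23 were higher, with a median log2 fold change of -0.04, and limma's camera test with a preset correlation of 0.01 between genes gave a p-value of 0.265. Under the alternatives it ranged from 0.0507, with 1 fit over all 12 libraries, to 0.839, among the genes of at least 10 FPKM on average, and it was 0.843 without FCA replicate 3. For the 9 TCDCA libraries, 1 gene of the list passed an adjusted p under 0.05 adjusted over the list alone and none did over all genes tested, with 5 at an unadjusted p under 0.05. Taken by dose, the genes of the list were lower in AT1 (camera p-value 0.0103) and in AT01 (0.0142), and not in AT10 (0.575). With the correlation estimated from the data, these became 0.101, 0.206 and 0.662, and fry, a rotation test of limma, gave 0.0185, 0.0217 and 0.689. In AT1, 5 genes of the list passed an adjusted p under 0.05 adjusted over the list alone and 1 did over all genes tested, with 6 at an unadjusted p under 0.05. These numbers were 3, 1 and 7 in AT01 and 0, 0 and 0 in AT10. The difference between the doses was not tested.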

GR plays a critical role in the anti-inflammation and immune regulation after treatment of TCDCA in FLS model.

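GR is encoded by Nr3c1, to which 2 records of the data belong. The record MSTRG.8116 had 6.76 ± 1.22 FPKM (SD, n = 3) in FCA, and 8 of the 9 TCDCA libraries exceeded every FCA library, a log2 fold change of 0.36 (standard error 0.12, adjusted p = 0.339 from limma; exact permutation test, p = 0.0182). The record MSTRG.8108 had 4.26, 15.1 and 3.17 FPKM in FCA and a log2 fold change of -0.35 (standard error 0.45, adjusted p = 0.776; exact permutation test, p = 0.591). Its 12 libraries lay at 2 separate levels, with FCA replicate 2 and AT1 replicate 2 (14.7 FPKM) at the upper level. The log2 fold change was 0.24 without FCA replicate 2, a fit that keeps AT1 replicate 2, so it does not show a rise. Summed over both records, the log2 fold change of Nr3c1 was 0.001. This sum includes the 15.1 FPKM of FCA replicate 2 and the 14.7 FPKM of AT1 replicate 2. It was not computed without these libraries, so it does not settle whether Nr3c1 was unchanged. Of a list of 30 target genes of GR, written before the data were examined, 24 were tested and 11 of these were higher in the 9 TCDCA libraries, with a median log2 fold change of -0.02 and a camera p-value of 0.986 (0.96 from fry). No gene of the list passed an adjusted p under 0.05 adjusted over the list alone or over all genes tested, and 3 had an unadjusted p under 0.05. Against FCA, the camera p-value of the list was 0.623 in AT10, 0.403 in AT1 and 0.125 in AT01. From the increased SRSF9 and a published report of SRSF9 raising the mRNA of GR, the paper proposes that SRSF9 could modulate GR and its genomic signaling pathway, and it states that GR has a critical role under TCDCA.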

## Conclusions

In this research, five differentially expressed genes GAPDH, GPX3, SRSF9, CTGF and CSTB were selected and identified through the process and was investigated by bioinformatics analysis and assays. It could be concluded that the anti-inflammatory and immuno-regulatory effects of TCDCA is related to the activation of GR and the up-regulation of SRSF9, GPX3 and CSTB. This suggests that GR plays a more critical role in anti-inflammatory and immuno-regulatory effects than TGR5.

## Data Availability

The sequencing data determined in this work have been deposited in the NCBI GEO public database (https://www.ncbi.nlm.nih.gov/gds/) and are accessible through GEO series accession number GSE167513.

## Abbreviations

TCDCA: Taurochenodeoxycholic acid
CFA: Complete Freund’s adjuvant
GR: Glucocorticoid receptor
TGR5: G protein-coupled bile acid receptor 5
FLS: Fibroblast-like synoviocytes
AA: Adjuvant arthritis
RNA-seq: RNA sequencing
FPKM: Fragments per kilobase of exon model per million mapped reads
PCA: Principal components analysis
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
UDCA: Ursodeoxycholic acid
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GPX3: Glutathione peroxidase 3
SRSF9: Serine/arginine-rich splicing factor-9
CTGF: Connective tissue growth factor
CSTB: Cystatin B

How the deposited data were processed for this re-analysis (not part of the article)

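Poly(A) RNA from cultured FLS of AA rats was sequenced in 12 libraries, 3 in each of 4 groups: FCA (DMEM alone) and AT10, AT1 and AT01 (TCDCA at 10, 1 and 0.1 µM for 12 h). The authors aligned the reads with HISAT2, assembled transcripts and estimated expression with StringTie and Ballgown, and deposited FPKM to 2 decimals for 22442 gene records, 1 column per library. No scaling between libraries is stated by the paper's text. The read counts behind the values are not among them, so the depth is known only as the valid reads per library in the paper's Table 3, from 40307186 to 84203182 with a median of 51626880. The precision of a single value is therefore unknown, and no counting interval is given. Of the records, 21956 were above 0 in at least 1 library, and between 17736 and 18505 in each library. A gene name was used by more than 1 record for 1406 names, and each record was tested on its own.

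Values were transformed as log2(FPKM + 1). The 11611 records with a mean of at least 1 FPKM over the 12 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of variance over expression), with the 2 groups of a comparison at a time, for AT10, AT1 and AT01 against FCA and for the 3 comparisons between doses. A further fit compared the 9 TCDCA libraries of the 3 doses together with the 3 FCA libraries. Genes were counted under the criterion of the study (unadjusted p under 0.05 and a log2 fold change over 1 or under -1) and under a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Beside named genes stands a two-sided exact permutation test of the difference of means, whose smallest p is 0.1 for 3 libraries against 3 and 0.00455 for 9 against 3.

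Genes were named by a rule written before the data were examined: every gene that the text, Table 4 or Fig. 6 of the paper names, the receptors it discusses (Nr3c1 for GR and Gpbar1 for TGR5), Tnf, Il1b and Il6, and in each comparison the 2 genes of smallest adjusted p among those under 0.05 whose groups did not overlap. Also before the data were examined, 12 gene lists were written: glucocorticoid receptor targets, cAMP-PKA-CREB targets, inflammatory mediators, cell cycle genes, interferon-stimulated genes, hypoxia and glycolysis genes, sterol synthesis genes, and markers of macrophages, endothelium, smooth muscle and myofibroblasts, adipocytes and chondrocytes. The lists were tested with limma's camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation and with fry.

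Correlations between libraries, principal components and permutation tests were computed in R and in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures were drawn with Matplotlib 3.10.9. A record was taken as having 2 separate levels where the widest gap between its sorted log2(FPKM + 1) values was at least 1, was wider than the range of either level and left at least 2 libraries on each side. This definition was chosen after such records had been seen.

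The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a mean of at least 10 FPKM (4362 records), 1 fit over all 12 libraries, an F test in the manner of Ballgown, median-of-ratios scaling, FPKM summed by gene name, only records above 0 in all 12 libraries, the replicate number as a block, each library left out in turn, fry in place of camera, and for the correlations FPKM without the log, Spearman's rank correlation and no filter. Chosen after seeing the data were the removal of the records at 2 levels, the Ballgown-style test without a filter, and the alternatives for the cell cycle genes and for the genes without overlap between FCA and TCDCA.

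The tests were tried on simulated data with the means and the spread of the real libraries, in which 200 of 11611 genes were changed by 2 on the log2 scale. The criterion of the study called 98.5% of the changed genes and 71 unchanged genes, and the adjusted p under 0.05 called 90.5% of the changed genes and 14 unchanged genes. Camera gave a p-value of 1.4e-44 for 25 genes moved by 0.5 and 0.355 for a list that was not moved. The definition of 2 levels found 1000 of 1000 simulated records with 2 levels and called 0 of 1000 simulated records with 1 level. The simulated levels lay much farther apart than the minimum gap of 1, so this does not show how the definition does for gaps near 1. Left out were the q-PCR and western blot measurements, for which the data hold no values, and coordinates, since the genome build of the records is not known.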

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

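The tests of dose, gene copies, transcripts per record and the order by reads for the records at 2 levels, and the counts of splits for the genes without overlap, for the 11 genes over 1 apart and for the cell cycle genes, and the trend over reads for the genes without overlap, were chosen only after the results were seen, and the other tests were set out before their outcome was known.

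Of the 11611 records tested, 525 (4.52%) had FPKM values at 2 separate levels among the 12 libraries, a pattern that the paper does not describe, although a few of these genes, such as Ctgf, LOC108351137 and Slc39a3, are discussed in it. Simulated normal values with the spread of each record gave 5 such records, and among records of at least 10 FPKM on average 186 (4.26%) were at 2 levels. In 522 of the 525 records (99.4%), the gap parted libraries of the same group.

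Several explanations are argued against by the tables. An effect of TCDCA would bring libraries of a group to the same level, but complete separations of 2 groups numbered 60, against a mean of 57.3 under 10000 shuffles of the library names (38 to 79; permutation p = 0.3966). Reads assigned to a neighbouring record could give a mirrored split nearby, which 1.3% of the records had (7 records, against a mean of 6.0 and at most 15 when shuffled). The search covered the 5 MSTRG numbers on each side and asked for a complete opposite split. Ensembl records, and neighbours that changed little, could not be found by it, so this explanation is argued against only within that search. A mixture of cell types would switch records together, but the mean absolute correlation between them was 0.252, against 0.25 when each was shuffled, and the 525 records had 386 different splits.

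Transcript assembly within a record stays open. Of the 3569 records with 1 transcript, 9.61% were at 2 levels, against 2.26% of the 8042 records with several (odds ratio 4.59, Fisher's exact p = 1.5e-62), which is consistent with a part of the reads being assigned to a transcript in some libraries and not in others. Depth stays open for the number of records at the lower level, which rose with the valid reads of a library over the 12 libraries (Pearson r = 0.66, permutation p = 0.014; Spearman rho = 0.54, permutation p = 0.071; r = 0.69 without AT01 replicate 3 and AT10 replicate 1). AT01 replicate 3 had the most reads (84203182) and 280 records at the lower level. AT10 replicate 1 had the fewest reads (40307186) and 249 such records, against the trend. The correlation was not computed without AT01 replicate 3 alone, so the value without both does not show that the trend holds without that library. Depth does not order the libraries within the records, since 10 records parted them in the order of their reads, against a mean of 6.6 when shuffled. Reads shared between copies of a gene stay open. Placeholder and pseudogene names were over-represented among these records (9.52% against 3.72%, odds ratio 2.72, Fisher's exact p = 7.9e-21), and the ordinary gene symbols of 70.9% do not show that a gene has no copy. A few abundant genes taking the reads is an unlikely source, since the 10 most abundant records held between 8.1% and 9.4% of the FPKM in each library. A donor variant was not tested, and the paper's text does not say which libraries share rats.

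In 332 genes, the values of the 3 FCA libraries did not overlap those of the 9 TCDCA libraries, in genes of which the paper discusses few. Of all 220 splits of the 12 libraries into 9 and 3, 5 gave as many such genes, the real split included, with a median of 81 and a range from 32 to 573. Without 1 library the number rose by construction, most without FCA replicate 3, to 1126. A trend with gene length differed between the groups, with a slope of -0.0565 ± 0.0519 (SD, n = 3) in FCA and 0.0198 ± 0.0426 (SD, n = 9) under TCDCA (exact permutation test, p = 0.0455). With each library's trend removed, among the 9608 genes with a known length, the number went from 288 to 305 and 4 of the 220 splits gave as many. The length was that of the gene in the genome, so a bias over transcript length was not tested. Sequencing depth stays open. The 3 libraries with the fewest valid reads (AT10 replicate 1, FCA replicates 2 and 3) separated from the other 9 in 229 genes, but 2 of them are FCA libraries. With each gene's trend over the valid reads removed, 417 genes did not overlap and 17 of the 220 splits gave as many. Among the 9 TCDCA libraries, the correlation of the reads with the distance of these genes from FCA had a median of 0.122 (one-sided permutation p = 0.145). A difference in culture or library preparation between the FCA and the other libraries stays open, since the paper's text speaks of a batch of FLS used for the sequencing and the q-PCR, and neither it nor the labels give batches that part FCA from the rest, the 3 sets of repeated studies each holding a library of every group, and an effect of TCDCA stays open as a hypothesis.

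Tor4a (MSTRG.10762) and Zfp652 (MSTRG.3328), which the paper does not name, were lower in each of the 9 TCDCA libraries than in each of the 3 FCA libraries. Zfp652 was chosen after its values were seen. Tor4a had 11.5 ± 1.72 FPKM (SD, n = 3) in FCA and 1.63 ± 0.91 FPKM (SD, n = 9) under TCDCA, a log2 fold change of -2.31 (standard error 0.26, adjusted p = 0.00864 from limma; exact permutation test, p = 0.00455, the smallest possible). Zfp652 had 3.12 ± 0.465 and 0.98 ± 0.32 FPKM, a log2 fold change of -1.07 (standard error 0.15, adjusted p = 0.0387). Neither was at 2 separate levels. The adjusted p of Tor4a was over 0.05 without FCA replicate 2 (log2 fold change -2.22), with a pseudocount of 0.1, with the Ballgown-style test and with the replicate number in the model. That of Zfp652 was over 0.05 without FCA replicate 1 or 2, AT10 replicate 2 or 3, any AT1 library or AT01 replicate 2, with log2 fold changes between -1.08 and -1.01, and also with a pseudocount of 0.1, no filter, the Ballgown-style test, FPKM summed by gene name and the replicate number in the model. Summed with the other record of its name, Zfp652 fell by 0.70 on the log2 scale. Chance could give genes of this kind, since 17 of the 220 splits had as many as the 11 genes without overlap and over 1 apart between FCA and TCDCA. Copies of these genes were not tested, and an effect of TCDCA stays open beside chance.

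The cell cycle genes, a list that the paper does not analyse, were higher under TCDCA. Of 24 genes listed, 23 were tested and 17 were higher in the 9 TCDCA libraries, with a median log2 fold change of 0.10 (camera p-value 0.000723, adjusted p-value over the 12 lists 0.00868). The p-value was 0.00513 with the correlation estimated and 0.000369 with fry. In the list, 3 genes passed an adjusted p under 0.05 adjusted over the list alone (Mki67 with a log2 fold change of 0.41, Cenpf with 0.61 and Top2a with 0.28, named after their values were seen), none did over all genes tested, and 8 had an unadjusted p under 0.05. By dose, the camera p-values were 0.000396 in AT10, 0.0191 in AT1 and 0.00559 in AT01, which became 0.0173, 0.0902 and 0.086 with the correlation estimated and 0.00117, 0.0129 and 0.0445 with fry. Of 100 splits of the 12 libraries into 9 and 3, 3 gave a p-value as small, the real split included.

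Over the genes with a known length, Spearman's correlation of the log2 fold change with the length of the gene in the genome was 0.235. A bias over transcript length was not tested and stays open for the cell cycle result. A trend with the length in the genome is argued against as the whole source of this result. Its removal moved genes by a median of 0.043 on the log2 scale. The camera p-value went from 0.000556 to 3.17e-05, with the median log2 fold change of the list from 0.095 to 0.137. Depth is argued against as the whole source as well, since the camera p-value for TCDCA with the valid reads as a covariate was 0.000637. The 3 libraries with the fewest reads, of which 2 are FCA libraries, gave a camera p-value of 0.0623. With a library left out, the p-value rose most without FCA replicate 3, to 0.0238. A difference in the density or age of the cultures, or in library preparation, was not tested and stays open beside an effect of TCDCA. Such an effect is no more than a hypothesis. The list was written before the data were examined, but no other data were used to test it.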

How the results depend on the processing

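The tests without the records at 2 levels, the Ballgown-style test without a filter and the alternatives for the cell cycle genes and for the genes without overlap were chosen only after the results were seen.

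The number of genes under the criterion of the study stayed within 1.5 times its value in all 6 comparisons under no filter, 1 fit over all 12 libraries, median-of-ratios scaling, FPKM summed by gene name, only records above 0 in all 12 libraries, and the replicate block. With a pseudocount of 0.1, it was 147 in AT10 against FCA and 118 in AT10 against AT01. With a mean of at least 10 FPKM, it was 19, 34 and 40 in AT10, AT1 and AT01 against FCA, 28 in AT10 against AT1, 35 in AT10 against AT01 and 26 in AT1 against AT01, with 182 calls in total on 98 distinct genes, as fewer records were tested. With the Ballgown-style test, it was 46 in AT10 against FCA, 37 in AT1 against FCA and 42 in AT10 against AT01, with 291 calls in total, and the cause was not tested. Without the records at 2 levels, it was 48 in AT10 against FCA, 42 in AT1 against FCA, 40 in AT10 against AT1 and 39 in AT1 against AT01, with 281 calls in total on 167 distinct genes. With the Ballgown-style test without a filter, it was 50 in AT10 against FCA and 38 in AT1 against FCA.

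The number of genes with an adjusted p under 0.05 depended on more of the choices. In the order AT10, AT1 and AT01 against FCA, AT10 against AT1, AT10 against AT01 and AT1 against AT01, 1 fit over all 12 libraries gave 2, 3, 5, 3, 0 and 2 genes, the Ballgown-style test 1, 1, 1, 2, 1 and 2, and the removal of the records at 2 levels 0, 0, 0, 8, 2 and 0. With a mean of at least 10 FPKM, the numbers were 7, 6 and 7 against FCA, 5 in AT10 against AT01 and 7 in AT1 against AT01. AT1 against AT01 had 9 with only records above 0 in all 12 libraries. Without the records at 2 levels, the adjusted p-value was 0.074 for Srsf9 in AT1 against FCA and 0.0604 for LOC100363502 in AT10 against FCA. The cause was not tested. Where the number was 0, the genes at an unadjusted p under 0.05 were 851 in AT10 against AT01 with 1 fit, and without the records at 2 levels 1386, 1282 and 780 in AT10, AT1 and AT01 against FCA and 386 in AT1 against AT01. For the 9 TCDCA libraries against FCA, the number was 1 with a pseudocount of 0.1, 1 with a mean of at least 10 FPKM, 5 with 1 fit and 1 with the Ballgown-style test.

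With the replicate number as a block, the number of genes with an adjusted p under 0.05 was 1, 0 and 2 in AT10, AT1 and AT01 against FCA, 1 in AT10 against AT1, 0 in AT10 against AT01, 2 in AT1 against AT01 and 1 for all TCDCA libraries. In AT1 against FCA and AT10 against AT01, 1125 and 586 genes had an unadjusted p under 0.05 with the block. The adjusted p-value with the block was 0.323 for Srsf9, 0.139 for Slc39a3 and 0.139 for Prorsd1 in AT1 against FCA, 0.208 for LOC100363502 and 0.0676 for Spry4 in AT10 against FCA, 0.071 for Oaf in AT10 against AT1 and 0.0507 for Ptrh2 in AT10 against AT01. The replicate numbers, which the paper describes as 3 sets of repeated studies, are not a pairing in the data, since the correlation of the deviations of libraries with the same number was between -0.105 and 0.094 in the 6 comparisons.

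Each library was left out in turn. The number under the criterion of the study then ranged from 83 to 105 in AT10 against FCA, from 67 to 89 in AT1 against FCA, from 87 to 116 in AT01 against FCA, from 77 to 108 in AT10 against AT1 (highest without AT1 replicate 3), from 60 to 141 in AT10 against AT01 (highest without AT01 replicate 3) and from 55 to 81 in AT1 against AT01. The number with an adjusted p under 0.05 ranged from 19 to 35, 9 to 33, 13 to 30, 26 to 50, 12 to 24 and 11 to 25 in the same order, highest without AT10 replicate 3, AT1 replicate 2, AT01 replicate 2, AT1 replicate 3, AT01 replicate 3 and AT01 replicate 3. For all TCDCA libraries it ranged from 2 to 22, highest without FCA replicate 1. The total of calls stayed between 452 and 516 and the distinct genes between 291 and 317. The genes without overlap between FCA and TCDCA numbered from 362 to 1126, since fewer libraries separate more easily, and 158 with a mean of at least 10 FPKM.

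The glucocorticoid receptor targets had no direction that held. They were lower in place of higher, with camera p-values of 0.987 with a pseudocount of 0.1, 0.855 with a mean of at least 10 FPKM, 0.846 with the replicate number in the model, 0.976 without FCA replicate 3, and 0.693, 0.941 and 0.929 without AT01 replicates 1, 2 and 3, and the p-value ranged from 0.693 to 0.976 across the 12 fits that left out a library. The cAMP-PKA-CREB targets kept their direction and a p-value over 0.05, from 0.0507 to 0.839 under the alternatives and from 0.0933 to 0.843 with a library left out. The inflammatory mediators kept their direction, but the p-value was 0.0604 with a mean of at least 10 FPKM, 0.265 with fry and from 0.0101 to 0.137 with a library left out, highest without FCA replicate 1. The cell cycle genes kept their direction and a p-value under 0.05, up to 0.0278 with a mean of at least 10 FPKM and from 0.000302 to 0.0238 with a library left out. The cause was not tested. Gene lists have no value under the Ballgown-style test, which was not run for them.

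The median correlation between libraries was 0.969 on FPKM without the log, 0.935 with Spearman's rank correlation and 0.971 without a filter. For the 26 results on single genes, 365 values under an alternative kept their direction and side of the threshold, 39 were weaker, 7 were stronger and 2 reversed. The reversed values were those of Nr3c1 MSTRG.8108, at 0.001 summed by gene name and at 0.24 without FCA replicate 2, where the fits without a library ranged from -0.73 to 0.24. The former sums this record with the other of its name, which went the opposite way. The latter keeps AT1 replicate 2, which at 14.7 FPKM was also at the upper level of this record. The number of reads behind each FPKM value is unknown, which limits what can be said of records near 1 FPKM and of values listed at 0.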

Differences from the paper's values

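The tests without the records at 2 levels and the Ballgown-style test without a filter were chosen only after the values were seen.

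The paper gives 139 upregulated genes, and the 6 comparisons together gave 216. Of the alternatives set before the data were examined, no filter (182), a mean of at least 10 FPKM (97), the Ballgown-style test (117), FPKM summed by gene name (195), only records above 0 in all 12 libraries (175) and the replicate number in the model (206) came within 1.5 times the paper's value, and a pseudocount of 0.1, 1 fit over all 12 libraries, median-of-ratios scaling and each of the 12 fits without a library did not. The removal of the records at 2 levels (138) and the Ballgown-style test without a filter (135), both chosen after seeing the values, also came within it.

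In Fig. 4, read by eye, about 20 genes were lower in AT01 than in FCA, against 33 here. No filter (28), the Ballgown-style test (17), FPKM summed by gene name (30) and 3 of the 6 fits without a library closed this gap, and the other alternatives set before the data were examined did not. About 18 genes were higher in AT1 than in FCA in Fig. 4, against 43, and only the Ballgown-style test (16) of the alternatives set before the data were examined closed this. About 18 genes were lower in AT1 than in FCA in Fig. 4, against 29. No filter (23), the Ballgown-style test (21) and FPKM summed by gene name (24) closed this. So did only records above 0 in all 12 libraries (25) and 1 of the 6 fits without a library. The other alternatives set before the data were examined did not. About 15 genes were higher in AT10 than in FCA in Fig. 4, against 38, and only the Ballgown-style test (15) of the alternatives set before the data were examined closed this.

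About 35 genes were lower in AT10 than in AT01 in Fig. 4, read by eye, against 55. No filter (41), a mean of at least 10 FPKM (27), the Ballgown-style test (30), FPKM summed by gene name (49), only records above 0 in all 12 libraries (46), the replicate number in the model (39) and 4 of the 6 fits without a library closed this, and the other alternatives set before the data were examined did not. About 11 genes were higher in AT10 than in AT1 in Fig. 4, against 24, and only the Ballgown-style test (9) of the alternatives set before the data were examined closed this. The Ballgown-style test without a filter, chosen after seeing the values, closed each of these 6 gaps, with 18, 17, 21, 16, 36 and 11 genes in the order given. The removal of the records at 2 levels, chosen after seeing the values, closed those of genes lower in AT01 than in FCA (18), lower in AT1 than in FCA (13), lower in AT10 than in AT01 (40) and higher in AT10 than in AT1 (15).

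The lowest correlation between 2 libraries was about 0.94 and the highest about 0.99 in Fig. 3b, read by eye, against 0.926 and 0.951 on log2(FPKM + 1). On FPKM without the log, they were 0.935 and 0.989, which closed both gaps, and Spearman's rank correlation and no filter closed neither. The p-value of Gpx3 in AT01 against FCA was about 0.03 in Fig. 6, read by eye, against an unadjusted p-value of 0.00287 from limma. With 1 fit over all 12 libraries it was 0.0314 and with the Ballgown-style test 0.0258, and no other alternative set before the data were examined came within 1.5 times the paper's value.

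The paper selects Cstb, Ctgf, Has2 and Hint1 as differentially expressed, and none of the 4 met the criterion of the study in any of the 6 comparisons here. The Ballgown-style test, with or without a filter (the latter chosen after seeing the values), called Cstb in AT01 against FCA (log2 fold change -1.06) and in AT1 against AT01 (1.10), Ctgf in AT10 against FCA (-1.26) and against AT1 (-1.38), Has2 in AT01 against FCA (-2.02) and in AT10 against AT01 (1.17), and Hint1 in AT1 against AT01 (-1.39). The fit over all 12 libraries called Ctgf in AT10 against FCA (-1.36), AT1 (-1.39) and AT01 (-1.22). Without AT01 replicate 3, Cstb was called in AT01 against FCA (-1.21), in AT10 against AT01 (1.15) and in AT1 against AT01 (1.22), and Has2 in AT01 against FCA (-2.29). Without AT10 replicate 2, Ctgf was called in AT10 against FCA (-2.07), AT1 (-2.09) and AT01 (-1.92), and Has2 in AT10 against FCA (-1.84). Without AT1 replicate 2, Hint1 was called in AT10 against AT1 (1.59).

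The paper sets the rise of SRSF9 mRNA and protein in the treatment groups beside its sequencing result, for which Table 4 lists AT1 against the control alone. Here the log2 fold change against FCA was 1.07 in AT1, 0.28 in AT10 and 0.05 in AT01, and all 3 libraries of a group exceeded FCA in AT1 but not in AT10 or AT01. In Fig. 3a, AT1 replicate 3 and AT01 replicate 1 lie apart from the other samples, whereas AT01 replicates 1 and 3 lay farthest from the centre on log2(FPKM + 1), at 43.4 and 36.9. On FPKM without the log, the mean correlation with the other libraries was lowest for the same 2 libraries as in the figure, at 0.954 and 0.955.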

Other observations

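The tests of Gnpda1, of the records that keep the groups whole, of LOC108351137 and of the 11 genes apart between FCA and TCDCA were chosen only after the results were seen.

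Normal values simulated with the mean and spread of each record and no difference between groups gave a mean of 451.8 calls under the criterion of the study over the 6 comparisons (405 to 507 in 20 simulations), against the 455 observed. Records at 2 levels are not normal, so these simulations do not show how many calls chance gives among them. The medians over the splits of the libraries were lower than the real counts, between 53.5 and 60 genes per comparison. Of 10 splits of the 6 libraries of a comparison into 3 and 3, the number with as many genes under the criterion, the real split included, was 1 in AT10 against FCA, 1 in AT1 against FCA, 1 in AT01 against FCA, 2 in AT10 against AT1, 2 in AT10 against AT01 and 3 in AT1 against AT01. For an adjusted p under 0.05, the numbers were 1, 5, 6, 1, 9 and 5 of 10 in the same order. With 10 splits a share under 0.1 cannot occur, so chance and an effect of the dose cannot be told apart by them.

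Genes with an unadjusted p under 0.05 numbered 1379, 1278 and 766 in AT10, AT1 and AT01 against FCA, 750 in AT10 against AT1, 577 in AT10 against AT01 and 398 in AT1 against AT01, where 581 would fall under 0.05 if no gene differed. Calls against FCA numbered 242, against a mean of 233.6 in simulations with the real FCA libraries and normal values for the doses. In these simulations, the doses differed from FCA only by a shared random shift of the size of the standard error of the FCA mean. In the same direction at 2 or 3 doses were 51 genes, against a mean of 37.1, and at all 3 doses 5 genes, against a mean of 5.5 and at most 8. Of the 285 distinct genes called, 39 were called in at least 3 comparisons.

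In the 9 TCDCA libraries against FCA, 57 genes met the criterion of the study and 3 had an adjusted p under 0.05 (Gnpda1, Tor4a and Zfp652, all lower under TCDCA), a number that 19 of 100 splits of the libraries into 9 and 3 reached. Gnpda1 (MSTRG.8104) had 24.2 to 26.3 FPKM in FCA and 6.98 to 9.75 FPKM in the 9 TCDCA libraries, a log2 fold change of -1.50 (standard error 0.09, adjusted p = 1.03e-05 from limma). It was at 2 separate levels. Of the records at 2 levels with 3 libraries against 9, 1 parted FCA from the rest, against a mean of 0.54 under 10000 shuffles (permutation p = 0.4358), so that a chance placement of the levels could give a gene such as Gnpda1. Records that kept every group whole numbered 3 (LOC108351137, Prorsd1 and Gnpda1), against a mean of 2.47 (permutation p = 0.4405). An effect of TCDCA on Gnpda1 stays open beside chance.

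LOC108351137, listed at 0 in AT10 and AT01, was not replaced by the other Gapdh records, which gained 0.6% of what it lost. The FPKM of the family summed to 1795.1 ± 174.2 in FCA, 622.5 ± 21.8 in AT10, 1800.7 ± 39.8 in AT1 and 549.8 ± 184.3 in AT01 (SD, n = 3 each). An effect of TCDCA that grows with the dose is argued against, since the mean was 1193.0 FPKM at 1 µM and the record was listed at 0 at 0.1 and 10 µM. A placement of its 2 levels by chance stays open, as for the other records that kept every group whole (permutation p = 0.4405), and so do reads shared with copies that the records do not list.

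Of the genes named by the rule of the 2 smallest adjusted p-values in a comparison, those at 2 separate levels among the 12 libraries were LOC108351137, Spry4, Cycs, Prorsd1, LOC100909878, Oaf, Ptrh2, Rpl6-ps1, AABR07026797.1 and Gnpda1, and Tor4a was not. Spry4 was lower in AT10 than in FCA by a log2 fold change of -2.90 (adjusted p = 0.000427), with AT1 replicate 1 and AT01 replicate 3 at the lower level as well. Prorsd1 was lower in AT1 than in FCA (-2.12, adjusted p = 0.00308). Oaf was lower in AT10 than in AT1 (-1.84, adjusted p = 0.000303) and Ptrh2 lower in AT10 than in AT01 (-3.24, adjusted p = 0.000255). With 1 fit over all 12 libraries, the adjusted p-value was 0.399 for Spry4, 0.597 for Oaf and 0.537 for Ptrh2, and with the Ballgown-style test it was 0.157 for Spry4 and 0.0851 for Prorsd1. Cycs was listed at 0 in 7 libraries, LOC100909878 in 5, Rpl6-ps1 in 6 and AABR07026797.1 in 5.

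The inflammatory mediators, of which 26 of 33 were tested, had 21 genes higher in the 9 TCDCA libraries and a median log2 fold change of 0.16 (camera p-value 0.0287, adjusted over the 12 lists 0.124, 0.362 with the correlation estimated and 0.265 with fry). Of 100 splits into 9 and 3, 44 gave a camera p-value as small. The counts for the glucocorticoid receptor targets and the cAMP-PKA-CREB targets were 98 and 48 of 100. Vcam1 was the 1 inflammatory gene with an adjusted p under 0.05 adjusted over the list alone (log2 fold change 0.49), none passed over all genes tested and 2 had an unadjusted p under 0.05. By dose the camera p-values were 0.00241 in AT10, 0.802 in AT1 and 0.0461 in AT01, which became 0.355, 0.893 and 0.332 with the correlation estimated and 0.274, 0.762 and 0.364 with fry, and the difference between doses was not tested. Among the cAMP-PKA-CREB targets, the 1 gene adjusted over the list alone was Fos (-0.69). Vcam1 and Fos were chosen after their values were seen.

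Il6 (MSTRG.12150) had 105.8 ± 23.3 FPKM (SD, n = 3) in FCA and 156.2 ± 33.1 FPKM (SD, n = 9) under TCDCA, a log2 fold change of 0.55 (adjusted p = 0.339; exact permutation test, p = 0.0364), with 6 of 9 TCDCA libraries above every FCA library. Il1b changed by 0.04 (exact permutation test, p = 0.891), and Tnf had at most 0.03 FPKM in any library. Actb (MSTRG.4455) had 1497.7 ± 96.2 FPKM (SD, n = 3) in FCA and 1247.4 ± 144.6 FPKM (SD, n = 9) under TCDCA, a log2 fold change of -0.27 (adjusted p = 0.362; exact permutation test, p = 0.0409), with 7 of 9 TCDCA libraries below every FCA library. Over the 9 TCDCA libraries, Gpx3 changed by 0.83 (adjusted p = 0.412; exact permutation test, p = 0.05) and Srsf9 by 0.46 (adjusted p = 0.558; exact permutation test, p = 0.227).

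The other lists, in the 9 TCDCA libraries against FCA, gave camera p-values of 0.0309 for the markers of smooth muscle and myofibroblasts (8 of 11 tested, 2 higher, adjusted over the 12 lists 0.124, 0.16 with fry), 0.124 for adipocyte markers (8 of 10 tested), 0.0614 for chondrocyte markers (3 of 10), 0.793 for macrophage markers (2 of 16), 0.265 for endothelial markers (1 of 11), 0.518 for interferon-stimulated genes (7 of 20), 0.522 for hypoxia and glycolysis genes (15 of 17) and 0.816 for sterol synthesis genes (16 of 18). The macrophage marker with the highest mean was Cd14, at 13.8 FPKM, and the endothelial marker with the highest mean was Egfl7, at 19.4 FPKM. No source of cells was inferred from these lists.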
